A study of Mus musculus with 18 samples.

How the data were processed

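Bulk RNA sequencing was carried out on retinal pigment epithelium (RPE), the pigmented cell layer behind the photoreceptors, from mice. Per the labels' protocols, polyA RNA was extracted with TRIzol, amplified as full-length cDNA with a SMART-Seq low-input kit and made into Nextera XT libraries by transposase fragmentation and PCR. The labels give 4 groups: RPE of young mice (7 libraries), RPE of old mice (4 libraries), RPE of old mice given the vector AAV2-tTA (Old control, 3 libraries) and RPE of old mice given AAV2-tTA together with TRE-OSK (Old OSK, 4 libraries). AAV2 is an adeno-associated virus vector, tTA is a tetracycline-controlled transactivator and TRE is the promoter it acts on. OSK stands for the transcription factors Oct4 (gene symbol Pou5f1), Sox2 and Klf4. Ages, vector doses and times after injection were not used here.

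The authors deposited 1 table of raw counts per gene for all 18 libraries, made with featureCounts according to the table's name. The aligner, genome build, annotation and strand setting are not stated in the labels or the header. No coordinates are therefore given, and genes are named by the symbols of the table. Of its 21859 rows, 21462 carried a symbol found in a mouse gene name table. 1096 rows had 0 counts in every library. 50 rows shared 24 symbols between them and were kept as separate rows. All 18 columns were matched to libraries by title. Library totals lay between 18104828 and 32348136 counts. Reads were PCR-amplified without molecular identifiers in the table, so counting error is a lower limit on the error of a value. Counts per gene cannot separate vector-borne from endogenous transcripts of Pou5f1, Sox2 and Klf4, and members of gene families with similar sequences (the Gsta genes, the class I histocompatibility genes) can exchange reads.

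Groups, main model, gene lists, naming rule and most alternatives were fixed before the data were examined. Counts were filtered with filterByExpr of edgeR 4.0.16 (minimum count 10, minimum total 15), which left 15944 genes, and scaled by TMM. All 18 libraries were fitted together with 4 group means in edgeR's quasi-likelihood framework (glmQLFit and glmQLFTest, R 4.3.3), and p-values were adjusted by the Benjamini-Hochberg method. A gene is called when its adjusted p is under 0.05. Log2 fold changes are those of this fit, and CPM values are edgeR's library-scaled counts (cpm) after TMM, given as mean ± SD. The contrasts tested were Old against Young, Old OSK against Old control, and Old control against Old. The share of age-called genes that moved the opposite way in Old OSK against Old control was compared with 50% in a two-sided exact test over all 35 splits of the 7 vector-treated libraries. The contrasts entering that share have no library in common.

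Gene sets were tested with camera of limma 3.58.1 at a preset correlation of 0.01 on log2 CPM (prior count 2), with Benjamini-Hochberg adjustment over the 8 set tests. The sets were 55 antioxidant and glutathione genes, 25 RPE genes, 34 immune and complement genes and 90 oxidative phosphorylation genes, of which 54, 25, 33 and 75 were tested. Marker lists of rods, cones, Müller glia, endothelium, stroma, immune cells, red blood cells and melanocytes were scored as mean log2 CPM. A list of 11 immediate early genes was added after the data had been seen. Named genes were, beside Gsta4, Pou5f1, Sox2 and Klf4, the 4 genes with the lowest p in each direction among those called with a mean log2 CPM of at least 3. For Old control against Old they were the 2 lowest p in each direction. For the reversal they were up to 6 genes called in both contrasts with opposite signs, and within a set the 3 members with the lowest p. Some genes that meet this rule are not reported here.

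Replicate libraries of a group differed from each other by far more than sampling noise (chi-square per gene of at least 20.2 for every pair), so none was merged. Their correlations lay between 0.928 and 0.983 across genes. The titles number the libraries within each group. Deviations from the group means of equally numbered Old OSK and Old control libraries correlated with r = 0.103, 0.421 and 0.339 across genes for the numbers 1, 2 and 3. All 3 correlations exceeded 0.1, so the numbers were treated as a pairing for that contrast. The pairing rests on this check only, since no label says that a number marks a shared animal or day and the library names number the same libraries differently. Unequally numbered libraries were not compared, so the check cannot show that equal numbers go together more than other pairs. For the numbers 2 and 3, Y-linked genes had 5493 and 5013 counts in Old control and 15 and 4 in Old OSK. These counts argue against a shared animal there. Blocked values are therefore those of an assumed pairing. In Old against Young and in Old control against Old, equally numbered libraries did not deviate together in this way. The library names of 6 libraries (Young replicates 5, 6 and 7, Old control replicates 2 and 3, Old OSK replicate 4) also carry a letter M, which the labels do not explain and which was used as a covariate in an alternative.

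Alternatives were DESeq2's median-ratio size factors in edgeR, no low-count filter, a filter at a mean of 50 counts, robust empirical Bayes, DESeq2 1.42.0, fits of the 2 compared groups alone, covariates (M, a rod score, a Y-linked score), libraries without M only, replicate blocks, fry or an estimated correlation for the gene sets, and leaving out each library in turn. The method was tested on simulated counts with 200 changed genes among 15727. It recovered 86% of them in Old against Young and 76% in Old OSK against Old control, with 5% and 4.4% of the calls false, and it called 0 of 15725 genes in simulated data without changes. Genes were simulated independently, without variation shared by the genes of a library. Other splits of the real Old OSK and Old control libraries gave up to 1722 calls. The simulated rates therefore do not give the false calls in the real data.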

Results

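Gene expression in the RPE was measured as read counts per gene in 18 mouse libraries: 7 Young, 4 Old, 3 Old control (vector without the OSK genes) and 4 Old OSK. Total counts ranged from 19629563 to 31914550 in Young, from 19167774 to 32348136 in Old, from 25130319 to 26037720 in Old control and from 18104828 to 28489232 in Old OSK. At this depth Gsta4 had at least 7534 counts in every library. The first principal component of log2 CPM held 46.5% of the variance and the second 14.5%. The 7 Young libraries scored between -99.8 and -6.6 on the first component and the 4 Old OSK libraries between 45.7 and 96. Old replicate 4 (73.2) and Old control replicate 2 (61.8) scored within the range of the Old OSK libraries, while the other Old and Old control libraries scored between -36.4 and 21.8. The 6 libraries with M in their names had 4040 to 5493 counts on the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty, against at most 93 in each of the other 12. No Old library carries an M.

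**Figure D1:**
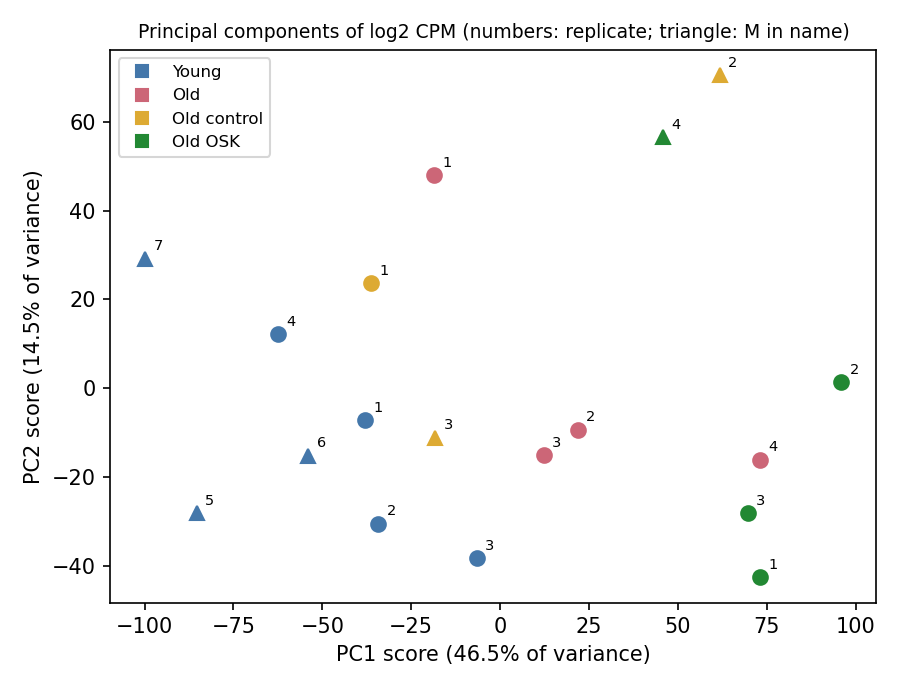
Scores of the 18 libraries on the first and second principal components of log2 CPM (axes in score units, with the share of variance). Colours mark the 4 groups, triangles the 6 libraries with M in their names, and numbers the replicates; Young libraries lie at low first-component scores, Old OSK libraries at 45.7 or above.

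The genes of the vector were examined first, because they show in which libraries OSK was expressed. Pou5f1 stood at 75.14 ± 21.1 CPM in Old OSK (SD, n = 4) and at 0.6513 ± 0.37 CPM in Old control (SD, n = 3), a log2 fold change of 6.86 (SE 1.34, edgeR adjusted p = 0.024). Sox2 stood at 93.19 ± 20 CPM in Old OSK and at 7.78 ± 7.09 CPM in Old control (log2 fold change 3.58, SE 0.5, adjusted p = 0.00343). Klf4 stood at 320.7 ± 118 CPM in Old OSK and at 29.71 ± 4.93 CPM in Old control (log2 fold change 3.43, SE 0.85), which did not pass the threshold over all genes (adjusted p = 0.0631) but did with the pairing by replicate number as a block (3.66, SE 0.23, adjusted p = 0.0307). All 4 Old OSK libraries lay above all 3 Old control libraries for each of these genes. The call of Pou5f1 depended on single libraries. Its adjusted p ranged from 0.0135 to 0.13 over the 7 fits that each left out a library, and it passed in 2 of them, while the log2 fold change stayed between 6.5 and 7.39. Sox2 passed in all 7 of these fits. Its log2 fold change lay between 3.18 and 4.61, the highest without Old control replicate 2 (15.9 CPM). In a fit of Old OSK and Old control alone Sox2 did not pass (3.57, adjusted p = 0.169; range 1.54e-12 to 0.169 over its alternatives).

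Gsta4, a glutathione S-transferase named in the title of the series, was at 486.5 ± 92.4 CPM in Young (SD, n = 7), 1193 ± 783 CPM in Old (n = 4), 697.6 ± 182 CPM in Old control (n = 3) and 2209 ± 1140 CPM in Old OSK (n = 4). It was higher in Old than in Young by a log2 fold change of 1.29 (SE 0.36, edgeR adjusted p = 0.0375). The groups overlapped: Old replicate 1 had 448 CPM and Old replicate 4 had 2290 CPM, against 403 to 679 CPM in Young. The call held in 2 of the 11 fits that each left out a library, without Young replicate 3 (adjusted p = 0.0286) and without Old replicate 1 (adjusted p = 0.00974). It was furthest from the threshold without Old replicate 4 (log2 fold change 0.77, adjusted p = 0.257). With M as a covariate the log2 fold change was 1.15 (adjusted p = 0.112; range 0.0073 to 0.112 over the other alternatives). Between Old OSK and Old control the log2 fold change was 1.66 (SE 0.48), short of the threshold over all genes (adjusted p = 0.0788). Old OSK replicate 4, the one with M, had 746 CPM, and the other 3 Old OSK libraries had 2120 to 3500 CPM, against 529 to 890 CPM in the 3 Old control libraries. Without Old OSK replicate 4 the log2 fold change was 1.92 (adjusted p = 0.0202), and without Old control replicate 2 it was 1.84 (adjusted p = 0.0349), within a range of 0.0202 to 0.353 over the 7 fits without a library. DESeq2 called Gsta4 in this contrast (1.68, adjusted p = 0.00902; range 0.00902 to 0.242 over its alternatives). Adjusted over the list alone, Gsta4, Pou5f1, Sox2 and Klf4 all passed in Old OSK against Old control (4 of 4). Gsta4 had the largest p of this list, so its adjusted p equals its unadjusted edgeR p of 0.00293. The other 3 genes are those of the vector, so this list adds no support for Gsta4 beyond its unadjusted p. In Old against Young 2 of 4 passed (Gsta4 and Klf4).

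**Figure D2:**
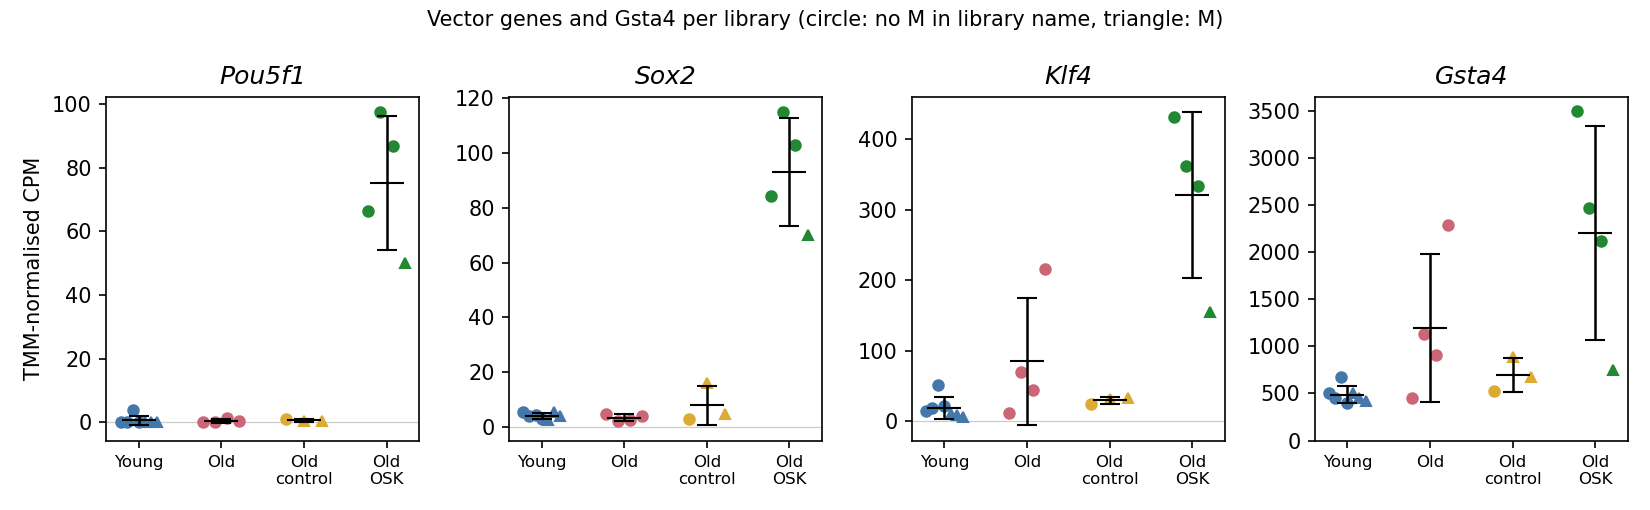
CPM of Pou5f1, Sox2, Klf4 and Gsta4 in each library (points; triangles for libraries with M) by group, with the group mean and SD as black bars. Old OSK libraries lie above all others for Pou5f1 and Sox2; for Gsta4, Old OSK replicate 4 (746 CPM) lies within the range of Old control and Old replicate 4 (2290 CPM) within that of Old OSK.

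The comparison of Old with Young asks which transcripts differ with age in untreated RPE. Of 15944 genes tested, 861 were called higher and 663 lower in Old (edgeR, adjusted p under 0.05). Of these, 677 rose and 72 fell by at least 1 on the log2 scale. At an unadjusted p under 0.05 there were 4619 genes, against 797 by chance. Among the alternatives that used all 18 libraries, a rod score as a covariate moved these counts most, to 281 higher and 200 lower, and DESeq2 gave 1495 higher and 957 lower. M as a covariate left 315 higher and 285 lower, with 588 genes shared with the 1524 called without it. Within the libraries without M (4 Young, 4 Old), 105 genes were higher and 86 lower; the libraries with M hold no Old sample, so no contrast could be had within them. The counts depended on Old replicate 4, without which 233 genes were higher and 160 lower, and on Old replicate 1, without which 1422 were higher.

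The genes with the lowest p among those that rose with age were Lyz2, Ctss, Cd68 and Trem2. The marker list of immune cells rose as well (1.38 on the log2 scale). Bulk counts do not tell whether these rises lie within RPE cells or come from more immune cells. Lyz2 went from 30.28 ± 6.06 CPM in Young (SD, n = 7) to 302.9 ± 117 CPM in Old (n = 4), a log2 fold change of 3.32 (SE 0.24, edgeR adjusted p = 2.33e-06). Ctss rose by 2.9 (SE 0.23, adjusted p = 3.85e-06), Cd68 by 1.65 (SE 0.14, adjusted p = 3.85e-06) and Trem2 by 2.71 (SE 0.23, adjusted p = 4.67e-06) on the log2 scale. Among the genes with the lowest p that fell were Mest, Dab1 and Ggt1. Ggt1, which encodes a gamma-glutamyltransferase, went from 136.8 ± 16.9 CPM in Young to 43 ± 12.6 CPM in Old (log2 fold change -1.67, SE 0.21, adjusted p = 0.00027). The log2 fold changes of Mest and Dab1 were -1.09 and -1.12, with adjusted p of 0.000135 and 0.000147. For these genes the 4 Old libraries lay apart from the 7 Young libraries, and each stayed called in the 11 fits without a library and with M as a covariate.

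Old OSK was compared with Old control to find transcripts that differ after OSK. 65 genes were called higher and 51 lower (edgeR, adjusted p under 0.05), while 4194 had an unadjusted p under 0.05 against 797 by chance, and 1509 had an adjusted p under 0.1. With the pairing by replicate number as a block, in the 6 paired libraries, 381 genes were called higher and 80 lower. The same 6 libraries without the block gave 898 higher and 92 lower. Calls moved by far more than 1.5 times between settings: DESeq2 called 999 higher and 641 lower, and a fit of these 2 groups alone 2 higher and 0 lower. Median-ratio size factors gave 64 higher and 29 lower, which moved the share of higher genes from 56% to 68.8%. M as a covariate left 41 higher and 17 lower, 57 of them shared with the 116 genes called without it. Contrasts within the libraries with or without M would each leave 1 library in a group. 1 control and 3 OSK libraries lack M, and 2 control and 1 OSK libraries carry it. An interaction of OSK with M was fitted, with the same limit, and is given under the other observations. Leaving out Old control replicate 1 left 12 higher and 1 lower, and leaving out Old control replicate 2 gave 1007 higher and 1874 lower. 4 of the 35 splits of the 7 libraries gave at least 116 called genes, the real split included.

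The genes with the lowest p among those higher in Old OSK were Pcolce2, Tspan17, Paics and Plekha4. Pcolce2 stood at 173 ± 44.7 CPM in Old OSK (SD, n = 4) and 36.34 ± 12.2 CPM in Old control (n = 3), a log2 fold change of 2.25 (SE 0.24, edgeR adjusted p = 0.00092). Tspan17 was higher by 1.17 (adjusted p = 0.00118), Paics by 0.76 (adjusted p = 0.00118) and Plekha4 by 2.1 (adjusted p = 0.00123) on the log2 scale. The genes with the lowest p among those lower in Old OSK were Nyap2, Phka1, Bmi1 and 1110002E22Rik. Nyap2 stood at 13.74 ± 2.01 CPM in Old OSK and 44.84 ± 16.4 CPM in Old control (log2 fold change -1.71, SE 0.2, adjusted p = 0.00118). The log2 fold changes of Phka1, Bmi1 and 1110002E22Rik were -0.64, -0.56 and -1.48 (adjusted p = 0.00666, 0.00667 and 0.00667). For all 8 genes the 4 Old OSK libraries lay apart from the 3 Old control libraries. With the block, Paics, Phka1 and Bmi1 no longer passed (adjusted p = 0.0557, 0.0638 and 0.0694, in each case the highest over the alternatives), and without Old control replicate 1, Phka1, Bmi1 and 1110002E22Rik did not (adjusted p = 0.0855, 0.0783 and 0.0875, the highest over the 7 fits without a library).

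Old control was compared with untreated Old to see whether the vector without OSK was followed by a difference. 0 genes were called in either direction, and 596 had an unadjusted p under 0.05, fewer than the 797 that chance gives. The lowest adjusted p was 0.9. Of the libraries, 2 of 3 in Old control and 0 of 4 in Old carry an M. Even the Y-linked Ddx3y was not called, at 67.9 ± 58.5 CPM in Old control (SD, n = 3) and 1.39 ± 0.935 CPM in Old (n = 4). The comparison can thus miss large differences, so 0 calls do not show that the vector had no effect. The genes with the lowest p, none of which passed, were Nmu and Cebpd among those higher in Old control (log2 fold change 4.31, SE 1.05, and 0.76, SE 0.19) and Aldh1a2 and Crispld2 among those lower (-1.4, SE 0.36, and -0.82, SE 0.24), each with an edgeR adjusted p of 0.9. The value of Nmu rested on Old control replicate 3, without which its log2 fold change was 0.66.

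Whether OSK moved age-associated transcripts back was examined over the 1524 genes called between Old and Young. Of these, 218 (14.3%) moved opposite to their change with age in Old OSK against Old control and 1306 (85.7%) moved the same way. Of the genes higher in Old, 11.6% moved the opposite way, and of the genes lower in Old, 17.8%. The median log2 fold change after OSK was 0.86 for the 861 genes higher with age and -0.24 for the 663 genes lower with age. The share did not differ from 50% in the exact permutation test over the 35 splits of the 7 libraries (two-sided p = 0.114, 4 splits as far from 50%; smallest possible p 0.0286). The split shares ranged from 14.2% to 87.3%, so a share far from 50% was common among arbitrary splits. Among the alternatives, the share was highest with a Y-linked score as a covariate (17.8%, added after the data were seen), and it was 15.8% with a rod score as a covariate (exact p = 0.0286; range 0.0286 to 0.2 over the alternatives). With the block it was 15%. Without Old replicate 4 it was 23.7% over the genes then called. Across all 15944 tested genes, called or not, 30.8% moved the opposite way. The fold changes of the contrasts correlated across these genes with a Pearson r of 0.47 and a Spearman rho of 0.46. Across the 1524 age-called genes they correlated with 0.62 and 0.69. Genes are not independent replicates.

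36 genes were called in both contrasts, 33 in the same direction and 3 in opposite directions, among them Ano5 and Ctsk. Ano5 was higher in Old by 0.9 (SE 0.21, edgeR adjusted p = 0.0161), and its log2 fold change after OSK was -1.33 (SE 0.25, adjusted p = 0.0215). Ctsk had a log2 fold change of -0.53 with age (SE 0.16, adjusted p = 0.0448) and of 1.06 after OSK (SE 0.19, adjusted p = 0.015). For both genes the groups of each contrast did not overlap. With M as a covariate, Ano5 (adjusted p = 0.0554) and Ctsk (adjusted p = 0.0931) were not called with age. The age call of Ctsk held in 2 of the 11 fits without a library (log2 fold change -0.64 to -0.38, adjusted p = 0.0217 to 0.188, the highest without Old replicate 4) and that of Ano5 in 9 of 11 (adjusted p = 0.0145 to 0.0526). With the block, Ano5 (adjusted p = 0.071) and Ctsk (adjusted p = 0.054) were not called after OSK. Without Old control replicate 1 neither was called after OSK (adjusted p = 0.202 for Ano5 and 0.121 for Ctsk).

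**Figure D3:**
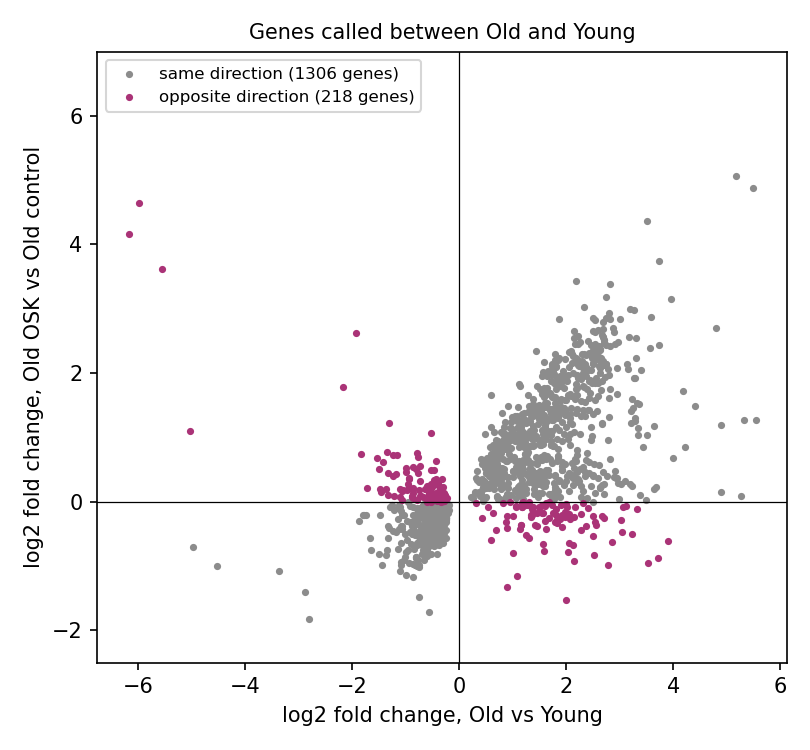
Each point is one of the 1524 genes called between Old and Young, with its log2 fold change with age on the x axis and its log2 fold change in Old OSK against Old control on the y axis. Grey points (1306 genes) moved the same way in both contrasts and purple points (218 genes) the opposite way.

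The gene sets address antioxidant genes, which the title of the series points to, RPE genes, immune and complement genes, and oxidative phosphorylation. The antioxidant set did not pass in Old against Young (mean log2 fold change 0.16 over 54 genes, 29 of them higher; camera adjusted p = 0.687) or in Old OSK against Old control (0.27, 33 of 54 higher, adjusted p = 0.0789). With the block the latter passed (adjusted p = 0.0451; range 0.0451 to 0.545 over the alternatives), and without Old control replicate 2 its adjusted p was 0.919. Of the antioxidant genes, 7 were called between Old and Young over all genes and 8 adjusted over the list alone, 4 higher and 4 lower. Gclc (log2 fold change -0.52, edgeR adjusted p = 0.00451) and Nqo1 (-0.96, adjusted p = 0.00828) fell with age. Mgst2 rose (3.34, adjusted p = 0.00688) at a low level of 1.744 ± 1.23 CPM in Old and 0.1625 ± 0.113 CPM in Young. After OSK, 0 antioxidant genes were called over all genes and 9 adjusted over the list alone (8 higher, 1 lower; 13 at an unadjusted p under 0.05). The lowest p belonged to Txn1 (1.12, adjusted p = 0.0594), Gpx1 (0.7, adjusted p = 0.0702) and Prdx1 (0.48, adjusted p = 0.0708).

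The RPE set was lower in Old (mean log2 fold change -0.4, 2 of 25 genes higher, camera adjusted p = 0.000165) and in Old OSK (-0.47, 6 of 25 higher, adjusted p = 0.000238). In Old, Pmel (-1.23, edgeR adjusted p = 0.0229) and Tyrp1 (-0.81, adjusted p = 0.0398) were called, and Dct was not (-0.53, adjusted p = 0.0865). The call of Tyrp1 held in 3 of the 11 fits without a library (adjusted p = 0.0311 to 0.103, the highest without Old replicate 2) and not with M as a covariate (adjusted p = 0.085). That of Pmel held in 9 of 11, not without Old replicate 2 (0.0652) or Old replicate 3 (0.057). Unlike the set, Pmel (0.73, adjusted p = 0.206) and Tyrp1 (0.50, adjusted p = 0.262) had positive log2 fold changes after OSK, not called. The count was 2 over all genes and 2 adjusted over the list alone. In Old OSK, 0 were called over all genes and 15 adjusted over the list alone, all lower (16 at an unadjusted p under 0.05). Rpe65, the isomerase of the visual cycle, stood at 1733 ± 397 CPM in Old OSK (SD, n = 4) and 3666 ± 1580 CPM in Old control (n = 3), with overlapping libraries (log2 fold change -1.08, adjusted p = 0.0789). Rrh (-1.08, adjusted p = 0.0745) and Rdh5 (-1.12, adjusted p = 0.082) were similar. The immune and complement set was higher in Old (mean log2 fold change 1.34, 32 of 33 genes higher, camera adjusted p = 1.2e-18) and in Old OSK (0.78, 31 of 33 higher, adjusted p = 4.75e-08). In Old, 25 of its genes were called over all genes and 28 adjusted over the list alone, among them C1qc (2.42), Tyrobp (2.89) and C1qb (2.26). In Old OSK, 1 was called over all genes, B2m (0.71, edgeR adjusted p = 0.0222), and 10 adjusted over the list alone. H2-K1 (1.07, adjusted p = 0.0558), which can share reads with related class I genes, and Tap1 (1.36, adjusted p = 0.0631) followed; with the block, B2m no longer passed (adjusted p = 0.0735) and Tap1 did (adjusted p = 0.0483). B2m passed in 3 of the 7 fits without a library (adjusted p = 0.0182 to 0.105). The oxidative phosphorylation set was higher in Old (0.11, 56 of 75 higher, camera adjusted p = 0.0134) and lower in Old OSK (-0.17, 4 of 75 higher, adjusted p = 3.22e-07). In Old, 0 of its genes were called over all genes and 0 adjusted over the list alone (16 at an unadjusted p under 0.05), and in Old OSK 0 and 1 (13 at an unadjusted p under 0.05).

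These set results depended on the treatment of correlation between genes. Under fry the immune and complement set passed in both contrasts and the RPE and oxidative phosphorylation sets in neither. With an estimated correlation the immune and complement set in Old against Young passed (adjusted p = 0.0445) and no other set did. In the splits of the Old OSK and Old control libraries, a camera p as low as the real one was given by 13 of 35 splits for the RPE set, 12 of 35 for oxidative phosphorylation and 3 of 35 for the immune and complement set. In 100 splits of the Old and Young libraries it was given by 8 for the RPE set, 58 for oxidative phosphorylation and 1, the real split, for the immune and complement set.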

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

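The test of carry-over in this part was chosen after the values had been seen. Within the groups of 4 and 7 libraries, 195 combinations of a group with a gene or list were searched for a library far from the others by Dixon's gap criterion. It singled out 11, and chance alone gives about 9.8 at its 5% level, so the number of such libraries is what chance gives and no single one stands out on this ground.

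Young replicate 3 was singled out for 3 genes. Its log2 CPM was 9.41 for Gsta4 (8.66 to 8.97 in the other Young libraries), 3.44 for Cd68 (2.84 to 3.04) and 1.94 for Pou5f1 (-3.63 to -1.7), the last from 92 counts against at most 7 in any other Young library. Reads or RNA carried over from an Old OSK library were weighed as a source of the Pou5f1 counts. Old OSK libraries held at least 1.19 times as much Sox2 as Pou5f1, so the excess would put Sox2 at 6.66 CPM or more, on top of the lowest Young level. The measured 4.12 CPM lay below that by more than counting error (exact one-sided Poisson p = 9.77e-08, 1 library) and inside the range of the other Young libraries (2.49 to 5.57 CPM). Klf4 goes the other way, at 51 CPM against at most 21.9 CPM in the other Young libraries, and so does Gsta4. This is 1 library, and the sum depends on the Sox2 level it would have had otherwise, so such carry-over is not excluded. Reads from a pseudogene or relative of Pou5f1 and a few cells of another type stay open too and were not tested. Without this library the log2 fold change of Pou5f1 in Old against Young was 2.41 (edgeR adjusted p = 0.0342), with at most 1.39 CPM in the Old libraries.

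Old replicate 4 had the lowest stroma list score among the Old libraries (3.41 against 4.23 to 4.38) and the highest log2 CPM of Pmel (8.47 against 7.92 to 8.01). Young replicate 4 had the highest endothelium list score among the Young libraries (4.78 against 2.94 to 3.33) and the lowest log2 CPM of Ano5 (2.04 against 2.67 to 3.14). Old replicate 1 had the lowest log2 CPM of Mgst2 (-2.96 against 0.93 to 1.61). Old OSK replicate 1 had the lowest log2 CPM of Dab1 (3.49 against 4.08 to 4.14) and of Crispld2 (4.16 against 4.44 to 4.49) in its group, and Old OSK replicate 4 the highest of Dct (11.41 against 11.04 to 11.09). Neighbouring cell layers taken along in the dissection are an explanation to weigh for the list scores, but no test of it was run on single libraries, and no biological explanation was tested, since the design gives no difference between replicates beyond the letter M. In Old against Young, Dab1 and Mgst2 stayed called in all 11 fits without a library and Ano5 and Pmel in 9 of 11.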

How the results depend on the processing

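The Y-linked score, the fits of the paired libraries without their block, the blocked values of single genes and sets, the trend removal and the removal of immune-correlated genes were chosen after seeing the data. Unless stated, the cause of a change was not tested. A sex score using Xist was planned and not run, because Xist was not among the rows used here; the Y-linked genes alone took its place. A block by library-name number was not run for Old control against Old, where 1 name is shared.

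Numbers of called genes moved most. In Old against Young (861 higher, 663 lower) there were 315 and 285 with M as a covariate, 281 and 200 with the rod score, 368 and 346 with the Y-linked score, and 105 and 86 in the libraries without M, which are fewer. DESeq2 called 1495 higher. The lower genes numbered 396 without a low-count filter, which tests 20763 genes, and 425 at a mean of 50 counts, which tests 13052. Old OSK against Old control (65 higher, 51 lower) gave 41 and 17 with M, 27 and 8 with the Y-linked score, 999 and 641 with DESeq2, and 2 and 0 in a fit of these groups alone (3089 at an unadjusted p under 0.05). The lower genes numbered 29 with median-ratio size factors, 22 without a filter and 79 at a mean of 50 counts. DESeq2 gave no adjusted p for 1863 genes of that contrast. Old control against Old had 0 called genes (596 at an unadjusted p under 0.05) and 0 in each alternative run for it. Median-ratio size factors shifted the median log2 fold change by 0.006, 0.005 and -0.018 in the 3 contrasts.

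Equally numbered libraries of Old OSK and Old control deviate together, which alone does not show a pairing. With the numbers as a replicate block, 381 genes were higher and 80 lower. The same 6 libraries without the block gave 898 and 92. In the blocked fit, which lacks Old OSK replicate 4, Klf4 (3.66) and the antioxidant set (adjusted p = 0.0451) passed the threshold after OSK. The calls of Gsta4, Pou5f1, Sox2 and the other 3 sets were those of the fit of all libraries. Without the block, Klf4 passed in 2 of the 7 fits without a library and the antioxidant set in 3. Gsta4 passed without Old OSK replicate 4 (1.92, edgeR adjusted p = 0.0202). The block and the missing library are therefore not told apart for these calls. In Old against Young equally numbered libraries did not deviate together (r = -0.05, -0.019, 0.144 and -0.193), nor in Old control against Old (0.197, -0.189 and 0.359). They share only a number. For Old against Young the block by title number gave 0 and 0 calls (2269 at an unadjusted p under 0.05), against 105 and 86 in the same libraries without it. A block by the number in the library name gave 0 higher and 2 lower (2581 at an unadjusted p under 0.05), against 51 and 70 without it. The block by library name in Old OSK against Old control, with 2 pairs, gave 0 and 0 (278 at an unadjusted p under 0.05), and the same 4 libraries gave 0 and 0 without it (333). For Old control against Old the block by title number gave 0 and 0 (287).

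Leaving out single libraries gave 233 to 1422 higher and 160 to 734 lower genes in Old against Young over 11 fits, and 12 to 1007 higher and 1 to 1874 lower genes in Old OSK against Old control over 7 fits. The lowest came without Old replicate 4 and without Old control replicate 1. The highest came without Old replicate 1 (higher) and Young replicate 3 (lower), and without Old control replicate 2. A fit without a library of Old control rests on 2 control libraries.

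Gsta4 kept its direction under every alternative run for it, 6 in Old against Young and 7 in Old OSK against Old control. Its log2 fold change in Old against Young fell short of the threshold at 1.15 with M as a covariate, 1.36 with the rod score and 1.15 with the Y-linked score, and lay between 0.77 and 1.57 without single libraries, passing in 2 of 11 fits. After OSK, DESeq2 called it (1.68), and it lay between 1.3 and 1.92 without single libraries, passing in 2 of 7 fits. Klf4 in Old against Young fell short at 1.87 with M, 2.07 with the rod score, 1.84 with the Y-linked score and 2.19 in a fit of these groups alone, with 1.15 to 2.67 without single libraries, passing in 3 of 11 fits. After OSK, DESeq2 called Klf4 (3.44), with 3.21 to 3.62 without single libraries, passing in 2 of 7 fits. Pou5f1 after OSK fell short with the Y-linked score (6.26), with 6.5 to 7.39 without single libraries, and Sox2 in a fit of these groups alone (3.57). Pou5f1 in Old against Young lay between -1.24 and 2.41 without single libraries. Its direction changed without Young replicate 3 (2.41, adjusted p = 0.0342), Old replicate 1 (0.07), Old replicate 2 (0.11) and Old replicate 4 (0.04), at counts of at most 92.

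Among the sets, the antioxidant set in Old against Young had a negative direction without a low-count filter (adjusted p = 0.984). With fry, the RPE set (adjusted p = 0.0893 with age, 0.0942 after OSK) and oxidative phosphorylation (0.312 and 0.103) fell short. With an estimated correlation, so did the RPE set (0.383 and 0.383), oxidative phosphorylation (0.644 and 0.39) and the immune and complement set after OSK (0.234). Without single libraries the adjusted p of oxidative phosphorylation in Old against Young ranged from 0.00166 to 0.0887 and that of the antioxidant set after OSK from 0.00154 to 0.919; the other sets stayed on their side of the threshold in those fits. Single genes named in the report changed as follows: 13 stronger and 15 weaker under the alternatives, 18 stronger and 44 weaker without single libraries, counting the mean change of age-called genes with them.

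The share of age-called genes that moved the opposite way stayed between 12% and 17.8% over the alternatives and between 8.8% and 23.7% in the 18 fits without a library. Its exact test passed with the rod score (15.8%) and without marker and rod-correlated genes (12%).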

Other observations

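The tests on the technical explanations of the shared direction (its split test apart), on the share of RPE cells, on the label of Old replicate 4, on the ratio of Y-linked to X-linked counts, on the relation of Gsta4 and Klf4, on the interaction of OSK with M and on the mean change of age-called genes were chosen after the results had been seen. The other tests were set out before their results, the immediate early list among them, although that list was added after other values had been seen.

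Other splits of the libraries bear on each contrast. In Old against Young, 1 of 100 splits, the real one, gave 1524 called genes, and no other gave more than 2. For the sets, a camera p as low came from 1 of 100 splits for immune and complement genes, 8 for RPE genes, 58 for oxidative phosphorylation and 74 for antioxidant genes. In Old OSK against Old control, 4 of 35 splits gave at least 116 called genes. One of the other 3, with 1722 genes, set Old OSK replicates 1, 2 and 3 against the controls and Old OSK replicate 4. Another, with 1509 genes, followed the rod list, whose score was 8.36 to 9.69 in Old control replicate 2 and Old OSK replicates 2 and 4 and at most 7.34 in the other 4 libraries. The last, with 1657 genes, had Old OSK replicate 3 on the side of those 3 libraries. With the rod score as a covariate 82 genes were higher and 55 lower after OSK. The split that followed M gave 0 called genes (2309 at an unadjusted p under 0.05). Of the 8 splits that part every pair of equal replicate numbers, 2 gave at least 116 genes, the other being the one with 1722. For the sets after OSK, the counts of 35 splits were 3 for immune and complement genes, 12 for oxidative phosphorylation, 13 for RPE genes and 23 for antioxidant genes. The split that followed M is among the latter 23, and with M as a covariate the adjusted p of the antioxidant set was 0.1. In Old control against Old all 35 splits gave at least as many genes as the real one, which gave 0, so that count says nothing; 23 of the 35 gave at least the 596 genes at an unadjusted p under 0.05.

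Most genes called with age moved further in the same direction after OSK, and the share moving back was 14.3%. Of 35 splits, 4 gave a share as far from 50% (exact p = 0.114), so a grouping by chance is not excluded on this measure. The measure had little power: in simulated data with 77.3% of the age genes moved back by construction, it also gave an exact permutation p of 0.114. The mean log2 fold change after OSK in the direction of age was 0.64, and no other split had a mean as far from 0 (range -0.61 to 0.64, exact p = 0.0286, the smallest that 35 splits allow). It was 0.36 with M as a covariate and 0.46 with the rod score, each again the farthest of the 35. The exact p was above 0.05 for this mean with GC and length trends removed, under DESeq2 (0.7, p = 0.0571), over the genes called at an adjusted p under 0.1 (0.64, p = 0.0571), without marker and rod-correlated genes (0.72, p = 0.0571) and without immune-correlated genes (1.17, p = 0.0857). Fits without a library gave 0.35 (without Old replicate 4) to 0.94 (without Old control replicate 2), with an exact p under 0.05 in 9 of the 11 that left out a Young or Old library. The exceptions were Young replicate 3 (0.87) and Old replicate 1 (0.88), with an exact p of 0.0857 each. The other 7 fits leave too few splits to reach 0.05. In the simulated data, which lack variation shared by the genes of a library, the mean gave an exact p of 0.0286. For 5 technical explanations the condition set beforehand was a share between 40% and 60% once they are removed. That condition decides nothing, since 24 of the 35 splits lie outside this window, so other measures were used instead. The mean stayed farther from 0 than in any other split with the rod score as a covariate, with M as a covariate and without Old replicate 4 (exact p = 0.0286 each). These values argue against each of these as the whole cause, on a measure chosen after the data were seen. The share itself passed its test with the rod score (exact p = 0.0286) and not with M (0.0857) or without Old replicate 4 (0.114). Trends on GC content and transcript length, from a reference that may not be the authors', held 1.55% of the variance with age and 1.88% after OSK. Trends of this strength can give a correlation between the contrasts of at most 0.02 (0.03 in any split), against 0.47 observed, which argues against them. With them removed the mean was 0.58 (exact p = 0.0571) over 1507 genes. A rise of immune cells alone would need the immune list to rise by 0.71 after OSK, in proportion to the age-called genes. It rose by 0.16, and no Old OSK library exceeded an Old control library by more than 0.39. For the 7 genes of this list that argues against immune cells as the whole cause. The immune and complement set goes the other way, with a mean rise of 0.78 after OSK against 1.34 with age. A rise of immune cells is therefore not excluded. A lower share of RPE cells alone would raise the lists of all other cells alike. In Old against Young the immune list rose relative to the stroma list by 1.89 on the log2 scale (exact permutation p = 0.00303). This argues against it as the whole cause there. It can occur beside a rise of immune cells, so it is not excluded. The rod (1.66), cone (1.16) and endothelium (0.58) lists were higher in Old, and the stroma list (-0.51) was lower, none past the threshold. For Old OSK against Old control the difference between the immune and stroma lists was -0.06 (exact permutation p = 0.914). A lower share of RPE cells in Old OSK and a fall of RPE transcripts within the cells therefore cannot be told apart by these lists. A response shared by old and OSK-treated RPE, for example to stress, stays open beside these as an untested hypothesis. Cells of types without a marker list here, taken along in the dissection, were not tested and stay open too. Genes that rose in both contrasts include Slurp1 (5.5 with age, 4.9 after OSK), Lypd2 (5.18 and 5.06) and Krt17 (2.74 and 2.86). The source of their transcripts was not examined.

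The marker lists were compared between groups by exact permutation tests of their mean log2 CPM (20 tests, Benjamini-Hochberg adjusted). In Old against Young the immune list was higher by 1.38, and the melanocyte list (-0.49) and the RPE list (-0.4) were lower, each with an exact p of 0.00303 (adjusted p = 0.0202). The immune list shares no gene with the immune and complement set. The others did not pass: rod 1.66 (adjusted p = 0.214), cone 1.16 (0.194), Müller glia 0.02 (0.97), endothelium 0.58 (0.49), stroma -0.51 (0.214), red blood cell 0.02 (0.97) and immediate early 1.13 (0.091). After OSK none passed, but with 35 splits and 20 tests a pass was nearly ruled out by the design, so this says nothing. The differences were 0.17 for rod, -0.08 for cone, 0.16 for Müller glia, -0.43 for endothelium, 0.23 for stroma, 0.16 for immune, 0.29 for red blood cell, 0.22 for melanocyte, -0.47 for RPE and 0.88 for immediate early genes, with adjusted p from 0.214 to 0.97.

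Among the 14 libraries without OSK, Old replicate 4 lies furthest towards Old OSK. On the 114 genes called after OSK other than the vector genes and Gsta4, where the mean of Old control is 0 and that of Old OSK 1, its median position was 0.42, against 0.07 to 0.14 for the other Old libraries, -0.14 to 0.07 for Old control and -0.23 to 0.08 for Young. Its Gsta4 level (2290 CPM) and its Klf4 level (216 CPM) were the highest of the 14. A swapped or mixed label is argued against by Pou5f1 at 0.359 CPM and Sox2 at 3.8 CPM, against at least 50.1 and 70 CPM in the Old OSK libraries. Tissue handling was weighed through a list of 11 immediate early genes, on the condition that Old replicate 4 exceed the other Old libraries and every Old OSK library every Old control library. The score of Old replicate 4 was 4.74 (at most 4.49 in the other Old libraries), and Old OSK was higher in 11 of 12 pairs of an Old OSK with an Old control library. The condition, set before the scores were seen, failed in 1 pair and so spoke against handling. After the scores were seen this was judged too little to exclude it, since the pattern rests on 1 library, so handling and a biological response to injury or age cannot be told apart for this library. Other cells taken along in the dissection were not tested as a source of its position and stay open as well.

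Klf4 is an endogenous gene as well as a vector gene, and Gsta4 and Klf4 moved together in the libraries without OSK. After removal of group means, Pearson's r over these 14 libraries was 0.84 (permutation p = 0.004, adjusted 0.0071) and Spearman's rho 0.64 (permutation p = 0.03). Without the 2 libraries farthest from the median of Klf4, Old replicates 1 and 4, r was 0.58. Within the 7 Young libraries r was 0.66 (exact permutation p = 0.12, adjusted 0.12) and rho 0.36 (exact permutation p = 0.44), and without the 2 farthest r was -0.55, so the relation there rests on those. It was not particular to Klf4: Klf4 lay at the 96.7th percentile of 15943 genes by correlation with Gsta4, and 527 genes correlated as strongly. The highest values belonged to Ptbp3 and Cmas (0.99 each). 2 relations were computed.

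The letter M in the library names may mark male animals. In a fit with M beside the groups, 8 genes were called for it: the Y-linked Uty, Kdm5d, Eif2s3y and Ddx3y, higher with M, and the X-linked Kdm6a, Ddx3x, Kdm5c and Eif2s3x, lower with M. Since no Old library carries an M, age and M are partly confounded. Old OSK replicate 4, the OSK library with M, had the lowest Gsta4 of its group. An interaction of OSK with M reached an adjusted p under 0.05 for 0 genes (1555 at an unadjusted p under 0.05) and was -2.42 on the log2 scale for Gsta4 (SE 0.92, edgeR adjusted p = 0.504). It rests on 1 OSK library with M and 1 control library without, so M and the properties of those libraries are not separable.

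The 12 libraries without M still held 0 to 93 counts on the Y-linked genes, 0% to 2.24% of the level in libraries with M. Misassignment of reads from the X-linked homologues would give a common ratio of Y-linked to X-linked counts. Young replicate 2 had 0 Y-linked counts beside 26178 on the homologues, and Old replicate 1 had 93 beside 16604. The ratio differed between the libraries (simulated chi-square p = 1e-04 over the 12 libraries, the smallest that the resampling can give). This covers counting error only, and replicate libraries differ by more than that (chi-square per gene of at least 20.2), so misassignment is not excluded. Under carry-over of reads or RNA from the libraries with M, the 4 genes would appear in the proportions of those libraries. They differed from them in 0 of 11 libraries with such counts after Bonferroni correction, so carry-over stays open. With counts this low the test had little power, and the share of Ddx3y among the 4 genes ran from 0% to 73.3%, against 55.9% in the libraries with M. A carry-over of this size may also add a little of any transcript that is abundant in other libraries, and it limits how far low counts can be read. No biological explanation was tested.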
